A study of Arabidopsis thaliana with 12 samples.

How the data were processed

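The series holds 12 samples of Arabidopsis thaliana seedlings in 4 groups of 3: RNA-seq libraries of a line in which estradiol switches on a GFP-BRC1 fusion (the induced line), RNA-seq libraries of the brc1-2 knock-out, anti-GFP chromatin immunoprecipitation (ChIP-seq) libraries of the induced line, and Input libraries of the same line. Per the labels, seedlings aged 10 days received 10 uM estradiol and were collected after 5 hours, and the brc1-2 seedlings carry the same treatment label. Groups and replicate numbers were taken from the sample titles.

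For RNA, the deposited tables give FPKM (fragments scaled to transcript length and library depth) with confidence bounds, in the column layout of Cufflinks per the file headers. No header or label states the version of Cufflinks, the aligner or the genome build. The rows with signal are assembled pieces on contigs named by transcript. A further 33147 annotated rows at chromosome positions, and 202 assembled rows on chromosomes, were at 0 in all 6 tables. These rows were used only for gene positions, which carry no strand. The FPKM of all pieces of one gene was added, and a gene with no piece in a library was taken as 0. Such a 0 means that the gene was not listed, since the smallest piece in each library held about 10 fragments. The limit for AT3G46250 without brc1-2 library 3 was added after seeing the data. Fragment numbers are not in the tables. They were derived from the width of the confidence bounds, and they sum to between 33176994 and 53385759 per library. Intervals and floors based on them cover counting error only.

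For ChIP-seq, the deposited peak list holds start and end positions, with no score, height or p-value. According to its name it is the intersection of the peaks of anti-GFP libraries 1 and 2. The third anti-GFP library and the Input libraries were not analysed here. The peak caller, its threshold, the overlap required and the build are not stated, so replicate libraries could not be compared. Peaks and genes were joined on the assumption that both use the same chromosome coordinates. On each of the 5 chromosomes the last peak ends before the last gene of the tables.

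Genes with an FPKM of at least 1 in at least 3 of the 6 RNA libraries were tested, which left 21038 of 22028 listed genes. The values log2(FPKM + 1) were fitted with limma 3.58.1 (lmFit, then eBayes with a trend) in R 4.3.3, all 6 libraries together and without covariates. Adjusted p-values follow Benjamini and Hochberg, with a threshold of 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. Gene sets were tested with camera (preset correlation 0.01) and fry from limma, adjusted over the 2 sets. Gene symbols came from a RefSeq gene table of assembly TAIR10.1, which held 20954 of the tested genes, and none of its coordinates were used.

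A gene was called bound when a peak midpoint lay in its locus extended by 1000 bp on both sides. Upstream and downstream could not be separated without strand. Bound and called genes were compared with two-sided Fisher's exact tests over the 20686 tested genes with a position. The median log2 fold change of bound genes was set against 10000 random lists of the same size matched on mean expression in 10 bins, and against 1000 lists under each alternative. Peak positions were set against 1000 random placements. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 was used.

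The fit was tested on simulated libraries with a set of genes changed by a known amount. All simulated genes had the same spread between replicates beyond counting error. Each gene had the same FPKM per fragment in all libraries, apart from depth. Differences in assembled length between libraries were thus left out, so the shares that follow hold for the simulation and may not hold for the real libraries. With no gene changed, 1 of 20863 genes was called. With a log2 change of 1, 150 of 197 changed genes were recovered (76.1%), or 83.2% of those with an FPKM of at least 5. Of the calls 5.1% were unchanged genes, and the fitted change of 1 gene had the wrong sign. With a log2 change of 2, all 198 were recovered, and 2.9% of the calls were unchanged genes. The passing mark was first set on the log2 change of 1, at over 80% of all changed genes and no wrong sign. It was then set at over 90% of those with an FPKM of at least 5. Both were missed, and the mark was moved to the log2 change of 2 after these results were seen. The fit itself was not altered. Many real changes of 2-fold or less may therefore be missing from the calls. The peak calculations were tested on planted intervals and on 20000 simulated genes, where a planted median shift of 0.1 was recovered as 0.112.

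Genes named in the text follow a rule set before the data were examined: BRC1; a list of 10 genes from the literature on BRC1 and bud dormancy; the 5 largest rises and 5 largest falls among genes past the threshold whose groups do not overlap and whose higher group has a mean FPKM of at least 5; the 5 largest rises and falls among bound genes past the threshold; and at most 5 members of each gene set past it. Alternatives covered the pseudocount, the filter, the scaling, the variance trend, a replicate block, each library left out and the rule joining peaks to genes. Further alternatives chosen after seeing the data were length-weighted pieces, genes in 1 piece, genes listed in all libraries, voom on the derived fragments, loci not extended, each peak given to its nearest locus, and genes not called as the only background. Motif searches in peaks were planned and not run, because no genome sequence was used here.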

Results

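RNA was measured in 3 libraries of the induced line and 3 of brc1-2, and binding of the GFP-BRC1 fusion by anti-GFP ChIP-seq in the induced line. BRC1 (BRANCHED1) is a TCP transcription factor that acts in axillary buds, and the series asks which genes it controls directly in the context of bud dormancy. The derived fragment numbers of induced libraries 1, 2 and 3 were 35692186, 33815117 and 52780463, and those of brc1-2 libraries 1, 2 and 3 were 53385759, 33176994 and 43473483. Between 20566 and 21555 genes were listed per library. Pearson correlations of log2(FPKM + 1) across genes, which are not independent replicates, ran from 0.938 to 0.95 within groups and from 0.898 to 0.934 between them. The first principal component held 41.0% of the variance and separated the groups. Each library counted as 1 sample, as labelled. No pair of replicates agreed within sampling noise (chi-square per degree of freedom of 16.57 or more), as the same library listed under both labels would, which does not show how the samples were grown or prepared. The groups differ in genotype as well as in the transgene, and no induced line without estradiol is among the samples.

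The targeted gene was examined first, as a check of the labels. BRC1 (AT3G18550; chromosome 3, 6383508 to 6385663, build not stated) had an FPKM of 3370, 3421 and 3625 in induced libraries 1, 2 and 3. In brc1-2 libraries 1, 2 and 3 it had 1.34, 1.66 and 2.2, from 78, 34 and 104 derived fragments. The group means were 3472 ± 135 and 1.73 ± 0.432 (SD, n = 3 each), a ratio of 2002. The log2 fold change was 10.32 (SE 0.12, limma adjusted p = 1.79e-06). A two-sided exact permutation test of the 6 values gave p = 0.1, the smallest that 3 against 3 allows. BRC1 ranked between 16 and 22 among all genes by FPKM in the induced libraries. The alternative that moved its fold change most was a pseudocount of 5, with a log2 value of 9.01.

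Across the genome, 3413 of 21038 tested genes (16.2%) passed an adjusted p of 0.05 in limma. Of these, 1550 were higher and 1863 lower in the induced line. At least a 2-fold change (an absolute log2 value of 1) was seen in 947, with 345 higher and 602 lower. The groups did not overlap in any of the 3413 called genes, and in 38.9% of all tested genes, where chance gives 10%. The number of calls fell when any 1 library was left out, by an amount that differed between libraries. It was 1609 without induced library 1, 1738 without induced library 2 and 2006 without induced library 3. Without brc1-2 libraries 1, 2 and 3 in turn it was 2491, 2134 and 2827.

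The largest changes were often measured on few fragments. After BRC1, the largest rises were those of AT5G25990, AT2G38905, M10 (AT2G41280) and AT1G75610. AT2G38905 (chromosome 2, 16244099 to 16244503) had an FPKM of 34.6, 37.0 and 28.7 in the induced libraries, from at least 111 fragments in each, and was not listed in brc1-2. Against the floor of 10 fragments this was at least 13.1-fold higher (limma adjusted p = 4.88e-05). M10 had 39.1, 55.2 and 34.3 in the induced libraries and 0, 0 and 2.18 in brc1-2 (adjusted p = 0.00286 in limma). AT5G25990 and AT1G75610 were not listed in brc1-2 and rested on at most 25 and 16 fragments per induced library, so the floor allows no more than at least 1.81-fold and at least 1.46-fold higher.

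The 5 largest falls were those of AT1G75163, AT5G59630, AT3G51642, AT3G46250 and AT5G63270. AT1G75163 was not listed in the induced line and had an FPKM of 532, 485 and 427 in brc1-2, from only 14, 11 and 10 fragments. The floor therefore gives at least 1.06-fold lower. AT3G51642 and AT5G63270 were at least 2.17-fold and at least 3.03-fold lower against the floor. AT3G46250 had 10.0, 17.0 and 179 in brc1-2, from 66, 76 and 111 fragments. The floor gives at least 7.96-fold lower, but without brc1-2 library 3, which carries most of the mean, at least 1.56-fold. Its log2 change was -5.04, and -3.42 with length-weighted pieces. It lost its call without any 1 of the induced libraries, and without any 1 of brc1-2 it was not past the filter. AT5G59630 had 577, 346 and 438 in brc1-2, from 63, 12 and 23 fragments, and 0, 0 and 3.33 in the induced line, the last from 14 fragments. Its FPKM difference is thus larger than its fragment difference: with length-weighted pieces the log2 change was -5.45 in place of -8.09, and by voom on derived fragments it was -4.21 and not past the threshold (limma adjusted p = 0.0998).

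The 10 genes listed in advance include some that the study may have chosen on these samples, so the list is not independent evidence. HB21 and NAP failed the filter. HB21 had an FPKM of 1.0, 0 and 0.735 in the induced libraries and was not listed in brc1-2. NAP had 0.916, 0 and 1.53 in the induced line and 0.767, 0 and 0 in brc1-2. Of the 8 tested, 6 were past 0.05 adjusted over the list alone and the same number over all genes, and these 6 were higher in the induced line. ABF3 (AT4G34000) rose from 13.9 ± 0.918 to 52.8 ± 3.16 (SD, n = 3 each), a log2 change of 1.85 (SE 0.08, limma adjusted p = 0.000247). GBF3 (AT2G46270) rose from 6.3 ± 2.09 to 17.4 ± 1.25, ABI5 (AT2G36270) from 2.31 ± 0.298 to 5.99 ± 0.281, and GBF2 (AT4G01120) from 19.7 ± 2.4 to 34.7 ± 0.621. Their limma adjusted p-values were 0.00854, 0.0038 and 0.00479. NCED3 (AT3G14440) rose from 1.91 ± 0.627 to 4.54 ± 0.705 (limma adjusted p = 0.032). HB40 (AT4G36740) had 4.16, 3.62 and 2.84 in the induced libraries and 0, 0 and 1.17 in brc1-2 (limma adjusted p = 0.0251), from at most 82 fragments. The calls of NCED3 and HB40 were each lost when any 1 library other than brc1-2 library 3 was left out, with log2 changes of 0.76 to 1.01 and 1.61 to 1.92 in those fits. HB53 (AT5G66700), with 2.7, 2.27 and 1.62 against 2.15, 0 and 0, was not past the threshold (limma adjusted p = 0.206), but passed it without brc1-2 library 1 (log2 change 1.66, limma adjusted p = 0.0366), with length-weighted pieces (1.3, adjusted p = 0.0218) and by voom on derived fragments (5.0, adjusted p = 0.0357). HB53 rested on 52, 40 and 52 fragments in the induced libraries and 14 in brc1-2 library 1, and was not listed in brc1-2 libraries 2 and 3. The voom fit took unlisted libraries as 0 fragments, so its log2 change of 5.0 may overstate the rise of HB53. DRM1 (AT1G28330, DYL1 in the symbol table) had 126 ± 27.9 against 163 ± 26.3, a difference within the spread (limma adjusted p = 0.258).

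**Figure D1:**
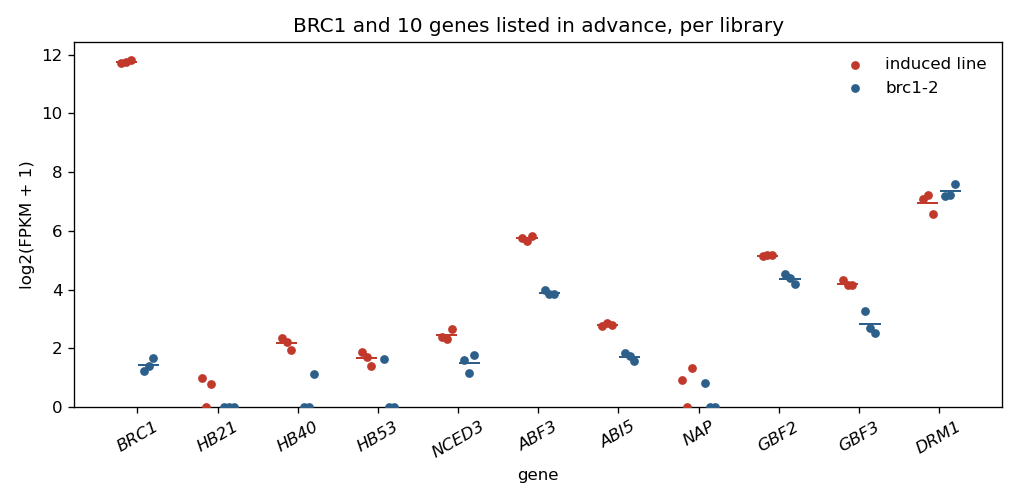
Expression of BRC1 and the 10 genes listed in advance, as log2(FPKM + 1) on the vertical axis for each gene on the horizontal axis. Points are single libraries (3 per group), and lines are group means for genes listed in all libraries of the group. BRC1 is at 3370 FPKM or more in the induced line and at most 2.2 in brc1-2.

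The abscisic acid (ABA) response set, a list of 14 genes of which 13 were tested, had a mean log2 fold change of 0.76 and was higher by camera in limma, adjusted over the 2 sets tested (adjusted p = 0.00608). The call held under fry (limma adjusted p = 0.00205) and not under a correlation estimated from the data (limma adjusted p = 0.295). Of its members 7 passed the threshold. CYP707A1 (AT4G19230) rose from 9.13 ± 1.67 to 39.2 ± 3.39 FPKM, RD29A (AT5G52310, LTI78 in the symbol table) from 87.4 ± 5.6 to 255 ± 19.9, HAB1 (AT1G72770) from 7.47 ± 1.0 to 17.7 ± 0.807, and COR47 (AT1G20440) from 463 ± 66.5 to 1198 ± 67.2. XERICO (AT2G04240) went the other way, from 18.5 ± 0.778 to 12.2 ± 0.644. The cell cycle set of 16 genes had a mean log2 fold change of 0.24 and a limma camera adjusted p of 0.0369, a call that did not hold under fry (adjusted p = 0.289) or the estimated correlation (adjusted p = 0.592). The call was also lost without induced library 1 (mean log2 change 0.17), induced library 2 (0.20) or brc1-2 library 3 (0.06). MCM2 (AT1G44900) and MCM5 (AT2G07690) were its members past the threshold, with limma adjusted p-values of 0.0184 and 0.0405.

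The peak list held 4227 peaks on chromosomes 1 to 5, with a median width of 398 bp (interquartile range 320 to 494). Of the peak midpoints 14.8% lay in a gene locus, against 59.2% of random placements. A further 60.5% lay outside loci but within 1000 bp of one, against 27.2%, and 24.7% lay farther away, against 13.6%. Each two-sided p from the 1000 placements was 0.002, the smallest they can give. With 3000 bp flanks the middle share was 81.2%, against 38.0%.

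**Figure D2:**
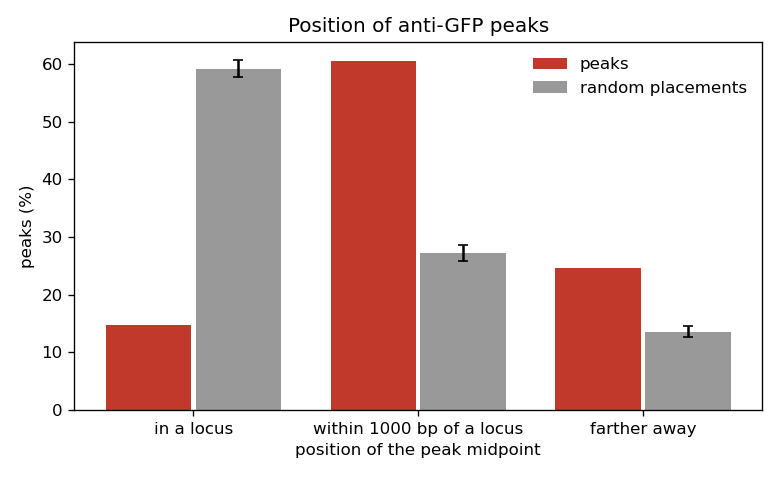
Share of the 4227 peaks (vertical axis, percent) by position of the midpoint (horizontal axis), beside the mean of 1000 random placements. Error bars span the central 95% of the placements; 60.5% of peaks lay outside loci within 1000 bp of one.

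To ask whether genes near peaks were those that changed, peaks and calls were joined. Of the tested genes with a position, 3379 of 20686 were bound. Among the 1536 higher genes 689 were bound (44.86%), against 14.05% of the others, an odds ratio of 4.98 (two-sided Fisher's exact test, p = 9.06e-168). Genes are not independent replicates, and neighbouring genes can share a peak. Among the 1826 lower genes 288 were bound (15.77%), against 16.39% of the others (odds ratio 0.955, Fisher's exact test, p = 0.507). The others include the higher genes; against the 13.87% of genes not called, the odds ratio for lower genes was 1.16 (Fisher's exact test, p = 0.0281). The median log2 fold change of bound genes exceeded that of the others by 0.0854, against a range of -0.0066 to 0.0178 in the central 95% of matched lists (permutation p = 0.0001, the smallest that 10000 lists can give). The odds ratio for higher genes was 8.46 without induced library 1, from 419 bound genes among 705. The share bound among higher genes was 26.0% of 600 with a log2 change under 0.5 and 71.1% of 83 with a log2 change of 2 or more. Among lower genes it was 19.0% of 411 and 6.6% of 106.

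**Figure D3:**
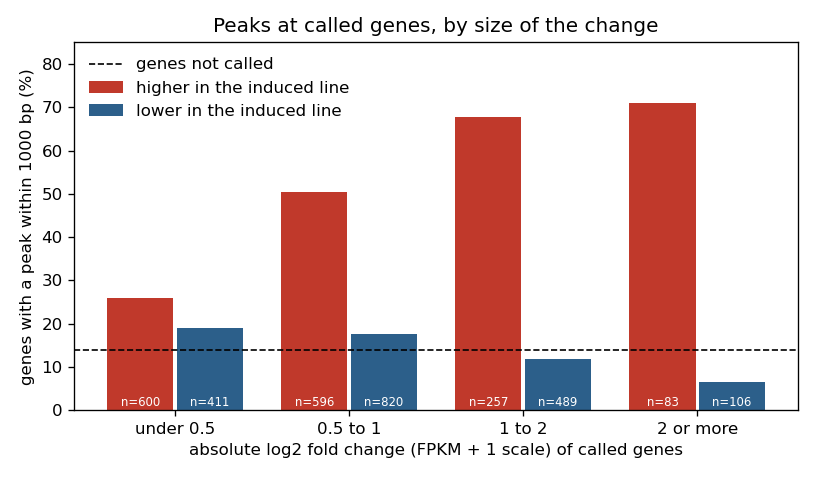
Share of called genes with a peak midpoint within 1000 bp of the locus (vertical axis, percent) by absolute log2 fold change (horizontal axis), for genes higher and lower in the induced line. Numbers in the bars are genes, and the dashed line is the 13.9% of genes not called.

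Peaks lay within 1000 bp of 8 of the 10 listed genes. ABF3 had peaks at 16294371 to 16294892 and 16295090 to 16295662 on chromosome 4, and ABI5 at 15206711 to 15207016 and 15207473 to 15208002 on chromosome 2. GBF3 had peaks at 18998786 to 18999742 and 18999795 to 19000426 on chromosome 2. One peak each lay at NCED3, GBF2, HB53, NAP and DRM1. HB40 and HB21 had none within 1000 bp and 1 within 3000 bp, and BRC1 had none within 3000 bp. Among bound genes the largest rises were those of AT2G38905, AT1G75610, AT2G41190, LEA4-5 (AT5G06760) and AT4G24410. AT2G41190 rose from 3.75 ± 1.55 to 107 ± 1.11 FPKM (SD, n = 3 each; log2 change 4.55, limma adjusted p = 0.000353), with a peak at 17170240 to 17171761 on chromosome 2. LEA4-5 had 28.2, 31.9 and 28.3 against 3.11, 0 and 0. AT4G24410 had 46.6, 9.09 and 9.13 in the induced line, from at most 22 fragments, and was not listed in brc1-2. The floor gives at least 1.91-fold higher. Without induced library 1, which carries most of the mean, the limit was 0.806, so the floor then shows no rise. The largest falls were those of AT3G48790, AT4G26010, PPa3 (AT2G46860), FRO2 (AT1G01580) and AT5G50760. FRO2 fell from 92.5 ± 27.3 to 16.8 ± 1.94 (log2 change -2.35, limma adjusted p = 0.00254), and AT4G26010 from 33.0 ± 6.81 to 4.31 ± 0.983. PPa3 was at least 11.1-fold lower against the floor. AT3G48790 had a mean FPKM of 40.1 in brc1-2 and 2.1 in the induced line, but 23, 14 and 18 fragments in brc1-2 and 22, 14 and 40 in the induced line, so its fall was not seen in fragments.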

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

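The alternatives were chosen before the data were examined, except length-weighted pieces, genes in 1 piece, genes listed in all libraries, voom on derived fragments, loci not extended, the nearest locus only and genes not called as the background, which were chosen after seeing the data. The rise of BRC1, the ABA response set under camera with the preset correlation, the excess of bound genes among higher genes, the shift of the median of bound genes and the excess of peaks beside loci kept their direction and stayed past 0.05 in each alternative run. With a correlation estimated from the data the ABA set was past 0.05 in none of these fits. The log2 change of BRC1 ranged from 9.01 to 11.2, and the odds ratio for higher genes from 3.75 to 8.46.

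Leaving out 1 library moved the number of genes changed most. It ranged from 1609 to 2827 across the 6 such fits (3413 with all libraries), with 716 to 1354 higher (1550) and 893 to 1473 lower (1863). Induced libraries 1, 2 and 3 (1609, 1738 and 2006 genes) and brc1-2 library 2 (2134 genes) each moved it by over 1.5 times; fewer samples are part of each of these fits. Without induced library 1, 1571 of the 1609 calls were among the 3413. At a pseudocount of 5, 431 genes changed at least 2-fold in place of 947, since a larger pseudocount shrinks the change of low genes.

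The cell cycle set lost its call at an FPKM of at least 5 (mean log2 change 0.24, limma camera adjusted p = 0.0659) and without induced library 1 or 2 or brc1-2 library 3. Its mean ranged from 0.06 to 0.37 across the fits that each left out one library, with limma adjusted p from 0.00581 to 0.397. The value of 0.06 is the one without brc1-2 library 3. The cause was not tested.

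The odds ratio of bound genes among lower genes (0.955) stood on either side of 1. In Fisher's exact tests it was 1.0 for genes listed in all libraries (p = 0.973), 1.03 with 3000 bp (p = 0.584), 1.01 with any overlap (p = 0.873), 1.07 with the nearest locus only (p = 0.385), 1.16 against genes not called (p = 0.0281) and 0.831 to 1.03 across the fits that each left out one library, with 1.03 without brc1-2 library 2. It was below 1 with length-weighted pieces (0.873, Fisher's exact p = 0.0268) and with the 2116 peaks at or above the median width (0.743, p = 0.00218). The other genes in these tests include the higher genes, of which 42.98% and 28.12% were bound. Genes not called were used as the background in the main setting only. These values therefore do not show that lower genes were bound less often than genes not called. The value against genes not called is higher because the other tested genes include the higher genes, 44.86% of which are bound. The cause of the other shifts was not tested.

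Among 32 other named genes, 560 comparisons gave 528 without a change, 28 that lost their call, 3 that gained one and 1 reversal. Among set members, MCM2 lost its call without any 1 induced library, and MCM5 without any 1 library other than brc1-2 library 2. The reversal was AT3G48790, with a log2 change of 0.53 by voom on derived fragments, because its fragment numbers do not fall with its FPKM.

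With the replicate block, 2989 genes changed in place of 3413, and the ABA and cell cycle sets kept a camera adjusted p under 0.05 (mean log2 changes of 0.76 and 0.24). HB40 and MCM5 lost their calls under it. Deviations of same-numbered libraries correlated at 0.082, 0.06 and 0.193, the last above the 0.1 used as a mark for pairing. Before adjustment, 6994 genes had a limma p under 0.05 with the block, against 6457 without it. Conditions shared by same-numbered libraries are therefore not excluded. The main fit was left without a block because the labels give no shared batch.

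Peaks within 500 bp of the transcription start could not be counted without strand. All rows of the tables carry the status OK, so that filter removed nothing. The TCP motif and G-box searches and their alternatives were not run. Genes with fewer than about 10 fragments are not listed, which limits what can be said of HB21 and NAP.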

Other observations

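The tests on other splits, levels, peak moves, windows, pieces, clock genes and length were chosen before their results were seen, and the tests on fragments after. Of the 10 splits of the 6 libraries into 3 and 3, only the real 1 gave as many genes past the threshold, and only the real 1 gave as many at least 2-fold. The other splits gave at most 13 genes, but each sets 2 libraries of one group and 1 of the other against the reverse. They thus carry part of the group difference and leave the rest in the spread, which keeps their counts low by construction. The ABA response set had its smallest camera p in the real split, 1 of 10, but the split of induced library 1 with brc1-2 libraries 2 and 3 came close, with a camera p of 0.00449 against 0.00304, and 3 of the other splits were under 0.05. For the cell cycle set, 7 of the 10 splits, the real one included, gave as small a camera p, so the real split does not stand out. With 10 splits no share under 0.1 is possible.

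The excess of bound genes among higher genes was set against explanations from the level and position of genes. Pooled over 10 bins of the brc1-2 level, the odds ratio was 4.93 (95% interval 4.42 to 5.5). The level in brc1-2 thus did not account for the excess. Peaks come from the induced line, where the higher genes are by definition more expressed, and the level there was not held equal. A tendency of peaks to fall at more expressed genes is therefore not excluded. When all peaks were moved together along each chromosome, 0 of 1000 moves gave as many bound higher genes as the 689 observed (mean 195). Gene density and locus length with peaks placed without regard to genes therefore do not give this number. The moves do not keep the preference of peaks for positions beside loci (60.5%, against 27.2% of random placements). An effect of the spacing between genes through that preference was thus not tested. Lower genes also had more peaks than after the moves (288 against a mean of 225), as did tested genes in general (3379 against 2700). Lower genes were bound about as often as all other tested genes, which include the higher genes (15.77% against 16.39%), and more often than genes not called (13.87%; odds ratio 1.16, Fisher's exact test, p = 0.0281). The excess of lower genes over genes not called was seen in smaller falls only. On the log2 scale, 19.0% of genes with a fall under 0.5 were bound, and 17.7% with 0.5 to 1. The share was 11.9% for falls of 1 to 2 and 6.6% for 2 or more, both below the 13.9% of genes not called. Whether the share of bound genes grows with the size of a rise, or shrinks with that of a fall, was not tested beyond the shares themselves. Peaks come from the induced line alone, and binding at BRC1 levels of over 3000 FPKM was not compared with binding at native levels.

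Several technical explanations for the number of genes changed were tested. No 1 Mb window held more calls than shuffling allows, and 0% of calls lay in such windows, which argues against a linked segment between the lines. Fitted alone, genes in 1 piece in every library were called in 20.1% of cases. In the fit of all genes, 17.7% of them were called, against 4.81% of genes in several pieces, which argues against adding pieces. In a fit of only the 20686 genes with a locus, 3379 were called. Removing the trend with locus length gave 3798 calls, of which 3187 were among the 3379, so the trend moved which genes were called at the margin but does not account for most of them. Assembled length was examined because some of the largest changes rested on few fragments. Of the 893 genes changed at least 2-fold with 50 fragments or more in a library, 97.8% also differed in fragments scaled to the library total by at least 0.5 on the log2 scale in the same direction. Of the 54 with under 50 fragments in every library, 83.3% did. Assembled length therefore does not account for most of either set, but 29 of the 947 genes lack such a difference, AT3G48790 among them.

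A difference in time of day between the groups stays open. Morning clock genes had a median log2 change of 0.56 and evening clock genes of -0.21, a difference of 0.77 (two-sided exact permutation test of 6 against 6 genes, p = 0.0195; genes are not replicates). Only RVE1 and ELF4 of the 12 passed the adjusted threshold. The medians move apart as a shift in time would give, but not every member does: PRR7 (-0.28) and PRR9 (-0.02) of the morning genes did not rise, and TOC1 (0.01) of the evening genes did not fall. The prediction also asked for most members past the threshold, which was not seen. With 3 libraries per group a real change can miss the threshold, so this does not argue against a shift. LHY, for example, had a log2 change of 0.93 (limma adjusted p = 0.0935). LHY, CCA1 and RVE1 are bound and had higher estimates, though only RVE1 passed the threshold, but PRR9, PRR7, TOC1 and LUX are bound without a rise, and ELF4, with the largest fall of the evening genes (-0.71), is not bound. Binding therefore does not settle the matter, and a shift in time between the groups cannot be told apart from an effect of the induced line on the clock. The difference in genotype between the lines is in part tested, as the windows argue against a linked segment. The excess of bound genes argues against a difference unrelated to BRC1 as the whole cause of the rises. This holds only if peaks do not simply follow expression in the induced line, which was not tested. The difference in genotype stays open for the falls, for single genes and for any difference in native BRC1. The reason is that no induced line without estradiol is among the samples.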
